A study of Homo sapiens with 12 samples.

How the data were processed

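RNA sequencing measured total RNA of SW1736 cells, an established line from an anaplastic thyroid cancer, in 12 libraries. Per the labels, the cells carried a vector for thyroid hormone receptor beta (called TRB) or the empty vector (EV). They were kept without hormone for 24 h and then received 10 nM triiodothyronine (T3) or its sodium hydroxide vehicle for 24 h. Groups were taken from the labels, which give 3 libraries for each of the 4 combinations of vector and treatment. Per the labels' protocols, RNA was extracted with Trizol, its integrity was checked on a BioAnalyzer, and libraries were made with a Kapa Hyperprep kit.

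The authors deposited raw counts per gene symbol for each library, with 56832 symbols and 5 closing lines for reads of no gene that carry the names htseq-count uses. The labels and files do not state the aligner, counting options, strand setting, genome build or annotation. The closing lines were left out of library sizes and tests. Of everything counted in a library's file, alignments that were not unique made up 19.03% to 91.95%, reads outside genes 2.14% to 24.37% and ambiguous reads 0.26% to 1.81%. The authors also deposited a table of normalized values, treated as a score because its method is not stated. It has 11 library columns and the authors' group averages. Apart from rounding, each column was a constant multiple of the counts of 1 library, and TRB with T3 replicate 2 matched no column. A column named for a further TRB with T3 replicate held the counts of replicate 3 multiplied by 1.151. Dates had replaced 29 of its row names. It served this comparison only, and every result comes from the raw counts.

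Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered by filterByExpr (minimum count 10, minimum total 15), which left 14431 genes, and libraries were scaled by trimmed mean of M-values (TMM). A quasi-likelihood model with a coefficient for each of the 4 groups was fitted to all 12 libraries. It gave 6 contrasts, tested two-sided with Benjamini-Hochberg adjustment at 0.05, and standard errors derived from the fitted log2 fold change and its F statistic. Expression is given as CPM, counts scaled to a common library size after TMM. Where every library of a group held 3 counts or fewer of a gene, the fold was computed against that floor and is a lower bound. Such floors cover counting error only.

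The test, its libraries, the fixed genes, 5 gene lists and the rule for further genes were chosen before the data were examined. The fixed genes were THRB, THRA, KLF9, HR, JAK1, RUNX2 and 1 more that is not reported here. For each contrast the rule for further genes takes the 3 most positive and the 3 most negative log2 fold changes among genes past the threshold with a mean log2 CPM of at least 3. For contrasts of a pair of groups it also requires that the libraries of the groups do not overlap, which chance gives in 10% of genes for 3 against 3 libraries. The lists (T3 response, interferon, thyroid differentiation, proliferation, stem-like) were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01, adjusted over 30 tests. Effects fitted with a prior count of 2 were correlated across genes, which are not independent replicates, beside 20 simulations of unchanged groups without GC trends.

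The procedure was tested on simulated counts for 14431 genes of which 200 changed. Their spread was estimated without TRB with T3, the group with the widest spread (biological coefficient of variation 0.619). The rates here therefore do not measure recovery in the reported fit, which includes that group. In the simulation the procedure recovered 94% of genes changed 4-fold and 80% of those changed 2-fold. Of its calls 4.396% were false, and it made 0 calls in a contrast with no change. With a GC trend added to 1 simulated library, 12% of genes changed 2-fold were recovered without correction and 74% with GC offsets, where 7.104% of calls were false.

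Counts within genes totalled 3819306 to 13086717 per library. TRB with T3 replicate 2 departed from the other libraries, so a fit of the other 11, which tested 14825 genes, is given beside that of all 12. Further alternatives were DESeq2 1.42.0, limma-voom, other scalings, count filters and prior counts, the compared groups alone, a replicate block, a required fold of 1.5, other list tests and leaving out each library. GC offsets were chosen after seeing the data, and were used with all 12 libraries, with 11 and with the compared groups alone. They take out a smooth trend (spline with 5 degrees of freedom) of each library against gene GC content, from GENCODE release 29 by symbol, for the 12157 tested genes with a value. Coordinates are left out because the build is not stated. Reads of overlapping or antisense genes and close paralogs are uncertain, since strand use in counting is not stated.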

Results

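The 12 libraries formed 4 groups of 3: EV cells with vehicle, EV cells with T3, TRB cells with vehicle and TRB cells with T3. Counts within genes ranged from 3819306 in EV with T3 replicate 3 to 13086717 in TRB with T3 replicate 1, and 17833 to 22881 genes had a count. The biological coefficient of variation was 0.0922 in EV with vehicle, 0.0802 in TRB with vehicle, 0.218 in EV with T3 and 0.619 in TRB with T3. The last value was 0.0577 without replicate 2. Over all 12 libraries it was 0.329, and 0.132 without TRB with T3 replicate 2. The difference in log2 CPM between that library and replicates 1 and 3 had a Spearman correlation of -0.88 with GC content across genes.

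**Figure D1:**
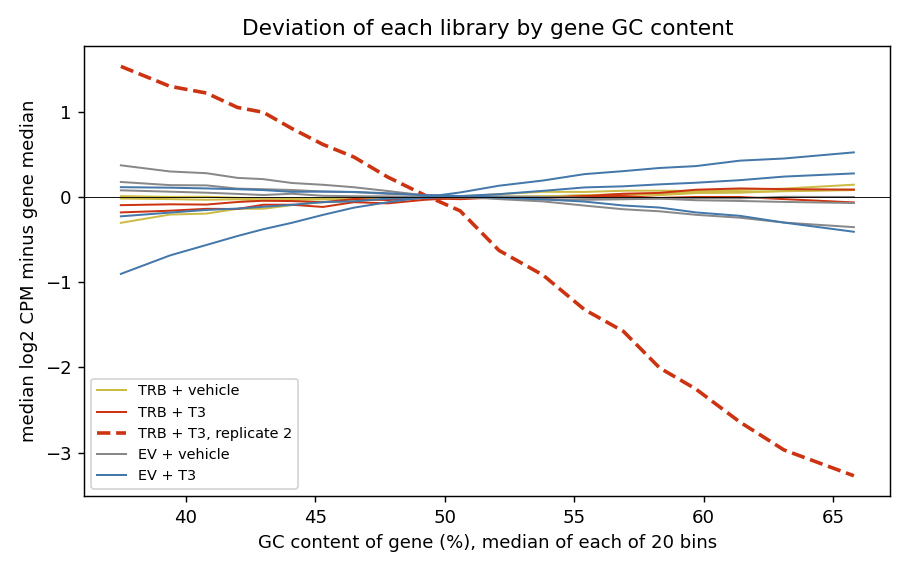
Median difference of log2 CPM from the median of the gene over all libraries (vertical axis) against gene GC content in percent (horizontal axis), in 20 bins of genes, with a line per library coloured by group. TRB with T3 replicate 2 (dashed) went from 1.53 in the lowest bin to -3.27 in the highest, and in these bins the other libraries lay between -0.903 and 0.522.

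THRB, the gene of the supplied receptor, was examined first as a check on the labels. It stood at 14.6 ± 1.39 CPM (SD, n = 3) in EV with vehicle and 14.9 ± 3.04 in EV with T3. It stood at 80.1 ± 0.314 in TRB with vehicle and 269.6 ± 69.8 in TRB with T3. Each of the 6 TRB libraries lay above all 6 EV libraries. The counts do not separate transcripts of the vector from those of the cell's own gene.

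**Figure D2:**
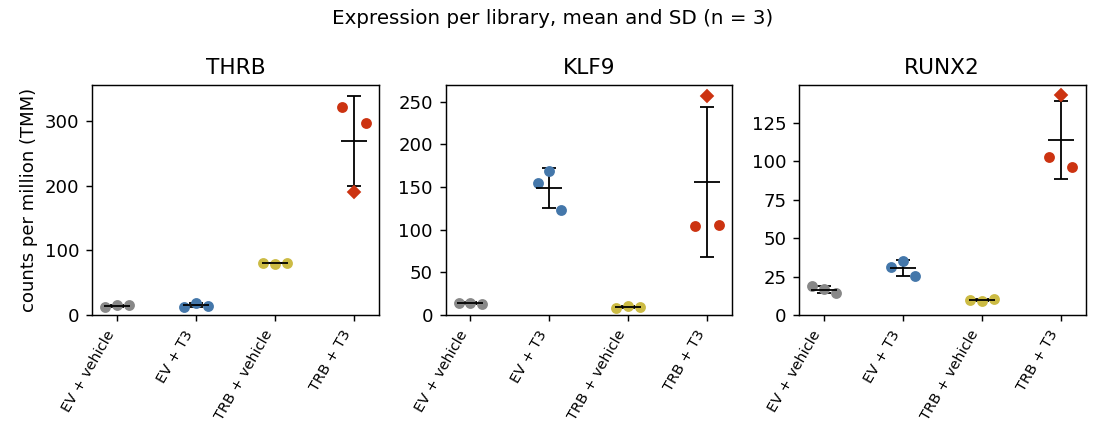
CPM (vertical axes, from 0) of THRB, KLF9 and RUNX2 in each library by group, with the mean and SD of 3 libraries in black. The diamond marks TRB with T3 replicate 2, at 190.3 CPM for THRB and 257.2 CPM for KLF9.

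The comparison of T3 with vehicle in TRB cells asked which transcripts respond to hormone when the receptor is supplied. In edgeR 2128 of 14431 genes passed, 1233 higher and 895 lower. The count was 4938 without TRB with T3 replicate 2, and 2124 genes were shared in the same direction. Among the alternatives the count ran from 608 with the compared groups alone to 6807 with GC offsets on 11 libraries. It was 1277, 1299 and 1256 without TRB with vehicle replicates 1, 2 and 3. KLF9 rose by 4.05 on the log2 scale (SE 0.368, edgeR adjusted p 5.25e-05), RUNX2 by 3.52 (SE 0.229, adjusted p 6.7e-06) and THRB by 1.75 (SE 0.222, adjusted p 0.000434). HR, THRA and JAK1 did not pass (adjusted p 0.92, 0.172 and 0.156). HR was higher (0.68, adjusted p 0.0103) and THRA lower (-0.49, adjusted p 0.013) without TRB with T3 replicate 2. With GC offsets HR passed on 12 and on 11 libraries (adjusted p 0.00547 and 1.3e-05), and THRA on these and on the compared groups (adjusted p 0.000154, 4.81e-06 and 0.00602). HR changed by -0.13 without TRB with T3 replicate 1 and by -0.29 without replicate 3.

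IGHE, the carboxypeptidase M gene CPM and IL32 had the most positive changes among the 1415 genes that met the naming criteria. Their vehicle libraries were at or under the floor, and they were at least 124-fold, 533-fold and 126.6-fold higher with T3. IGHE belongs to the immunoglobulin heavy chain family, and its reads are uncertain. It stood at 47 and 51.1 CPM in TRB with T3 replicates 1 and 3 and at 3.42 in replicate 2. Its edgeR adjusted p of 0.0267 rose to 0.0613 and 0.0532 without TRB with T3 replicates 1 and 3. It rose to 0.0651, 0.0634 and 0.0639 without TRB with vehicle replicates 1, 2 and 3, and to 0.0697 with the compared groups alone. The most negative changes were those of CEMIP (-4.80, SE 0.212), DDC (-3.72, SE 0.271) and PHGR1 (-3.70, SE 0.556). CEMIP went from 356 ± 24.6 CPM to 12.8 ± 2.49.

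The same comparison in EV cells gave the response without the supplied receptor. With 12 libraries 33 genes passed in edgeR, 30 higher and 3 lower, and 881 had an unadjusted p under 0.05. Without TRB with T3 replicate 2, which belongs to neither group, 1087 passed, 558 higher and 529 lower, all 33 included. The count was 16, 16 and 17 without TRB with vehicle replicates 1, 2 and 3, and 21 and 24 without TRB with T3 replicates 1 and 3. It was 10, 11 and 10 without EV with vehicle replicates 1, 2 and 3, and 12, 14 and 14 without EV with T3 replicates 1, 2 and 3. KLF9 rose by 3.41 (SE 0.358, adjusted p 0.00272). HEG1 (4.94, SE 0.263), C2orf54 (4.28, SE 0.604) and ANGPTL2 (3.54, SE 0.509) had the most positive changes, and FAM129A (-1.34, SE 0.205) was the most negative gene that met the rule. C2orf54 and ANGPTL2 did not pass in 9 of the 12 fits that left out 1 library and FAM129A in 11. Their highest adjusted p was 0.186, 0.186 and 0.194, each without EV with vehicle replicate 2. RUNX2 changed by 0.89 (adjusted p 0.186), and HR by 0.83 (adjusted p 0.935). Both passed without TRB with T3 replicate 2 (adjusted p 0.0041 and 0.015). THRB changed by 0.03, THRA by -0.16 and JAK1 by -0.15, and none of these passed. THRA passed, lower, in the 3 settings with GC offsets: with 12 libraries (-0.37, adjusted p 0.0316), with 11 (-0.37, adjusted p 0.00243) and with the compared groups alone (-0.37, adjusted p 0.0105). RUNX2 and HR also passed in these 3 settings (adjusted p up to 0.000649 and 0.0483), and RUNX2 with DESeq2 and with the compared groups alone (adjusted p 0.0122 and 0.0462). THRB changed by -0.10 without EV with T3 replicate 2.

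TRB and EV cells in vehicle were compared to ask what the receptor changes without added hormone. With 12 libraries 3 genes passed in edgeR and 213 had an unadjusted p under 0.05. THRB was higher (2.45, SE 0.231, adjusted p 0.00377), and CLEC3A (-4.20, SE 0.278, adjusted p 0.000222) and SGK1 (-1.18, SE 0.151, adjusted p 0.0462) were lower. CLEC3A stood at 9.51 ± 1.9 CPM in EV and 0.508 ± 0.163 in TRB cells, and SGK1 at 28.1 ± 1.91 and 12.4 ± 0.332. SGK1 did not pass in 16 of 25 other settings, with an adjusted p up to 1 without a count filter. These include every fit that left out 1 library except that without TRB with T3 replicate 2, with an adjusted p from 0.0566 (without EV with T3 replicate 3) to 0.592 (without TRB with vehicle replicate 1). THRB did not pass without EV with vehicle replicates 1, 2 and 3 (adjusted p 0.0801, 0.0733 and 0.0671), and each of these fits called 1 gene. In the fit without TRB with T3 replicate 2, 11 genes passed. The 6 vehicle libraries alone gave 1531 genes with a median absolute log2 change of 0.411, and 322 after GC offsets. KLF9, RUNX2, HR, THRA and JAK1 did not pass with 12 libraries or without TRB with T3 replicate 2.

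With T3, TRB and EV cells differed in 964 genes in edgeR, 596 higher and 368 lower in TRB cells. The count was 2918 without TRB with T3 replicate 2, and 414, 608 and 455 without EV with T3 replicates 1, 2 and 3. It was 31 with the 6 libraries of these groups alone, and 1351 with GC offsets on these 6. GAS6-AS1 was at least 66.86-fold higher, IL32 at least 67.04-fold higher and ABCB1 7.58 higher on the log2 scale (SE 0.531). GAS6-AS1 is named as antisense to GAS6, and its reads are uncertain. CEMIP (-4.10), ADRA2A (-3.81) and PHGR1 (-3.11) were lower. THRB was 4.17 higher (SE 0.248, adjusted p 1.83e-05) and RUNX2 1.89 higher (SE 0.215, adjusted p 0.000605). With the compared groups alone GAS6-AS1, IL32, ADRA2A, PHGR1 and RUNX2 did not pass (adjusted p 0.102, 0.0574, 0.065, 0.206 and 0.0669). KLF9, HR, THRA and JAK1 did not pass with 12 libraries or without TRB with T3 replicate 2.

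TRB cells with T3 and EV cells with vehicle were compared for the joint effect of receptor and hormone. In edgeR 1535 genes differed, 873 higher and 662 lower, and 4997 without TRB with T3 replicate 2. Without EV with vehicle replicates 1, 2 and 3 the count was 955, 907 and 875. IL32, IGHE and ABCB1 were at least 88.02-fold, 86.56-fold and 202.6-fold higher. IGHE did not pass without TRB with T3 replicates 1 and 3 (adjusted p 0.0889 and 0.0785). It did not pass without EV with vehicle replicates 1, 2 and 3 (adjusted p 0.0782, 0.091 and 0.0915). Nor did it with the compared groups alone, with DESeq2 or with the required fold of 1.5 (adjusted p 0.0933, 0.0706 and 0.0649). CEMIP (-4.56), ADRA2A (-3.64) and GLI1 (-3.28) were lower, and GLI1 did not pass with the compared groups alone (adjusted p 0.07). THRB (4.20), KLF9 (3.47) and RUNX2 (2.78) were higher and passed. HR and THRA did not pass with 12 libraries (adjusted p 0.815 and 0.273) and did without TRB with T3 replicate 2 (adjusted p 0.00206 and 0.0384). JAK1 did not pass in either fit.

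**Figure D3:**
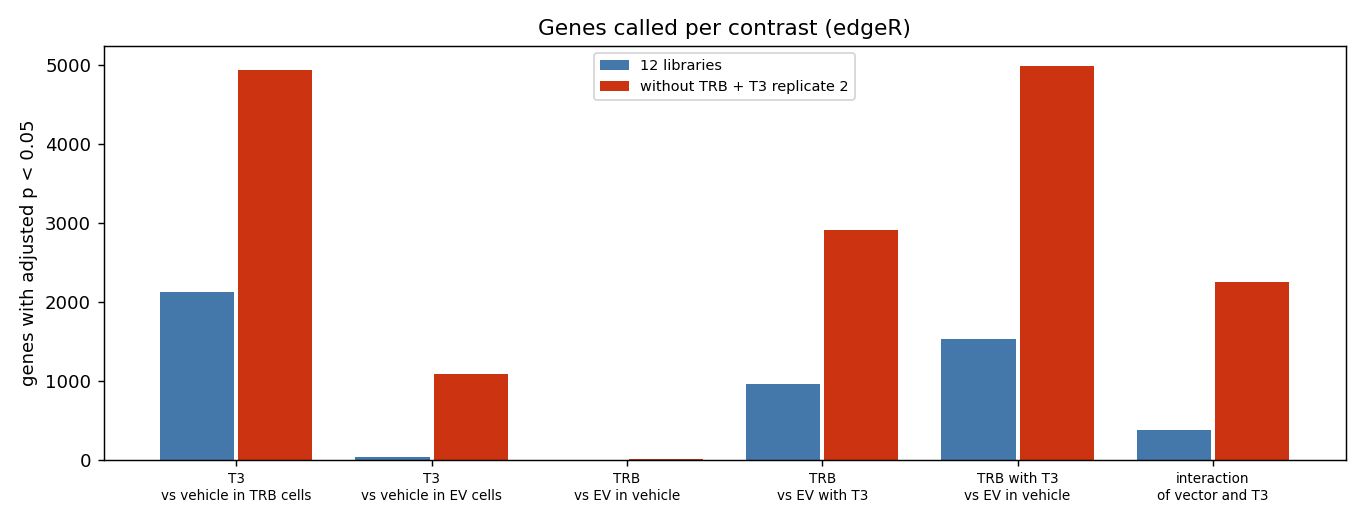
Number of genes with an edgeR adjusted p under 0.05 (vertical axis, from 0) for each of the 6 contrasts, with 12 libraries and without TRB with T3 replicate 2. For T3 in TRB cells the bars stand at 2128 and 4938, and for TRB against EV in vehicle at 3 and 11.

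An interaction term tested whether the T3 response differed between the vectors. With 12 libraries 374 genes passed in edgeR, 255 with a more positive and 119 with a more negative change in TRB cells. All 374 passed in the same direction among the 2259 without TRB with T3 replicate 2. The count was 141, 155 and 136 without TRB with vehicle replicates 1, 2 and 3, and 182, 145 and 151 without EV with vehicle replicates 1, 2 and 3. It was 152, 249 and 172 without EV with T3 replicates 1, 2 and 3, and 350 and 358 without TRB with T3 replicates 1 and 3. RUNX2 (2.62, SE 0.302, adjusted p 0.00206) and THRB (1.72, SE 0.314, adjusted p 0.0187) passed. THRB did not in 10 of 23 other settings, with an adjusted p up to 0.0787 (without EV with vehicle replicate 2). It did not pass without any 1 library of TRB with vehicle or EV with vehicle, or without EV with T3 replicate 1 or 3. MYT1 (5.63, SE 0.465) stood at 198 ± 67.3 CPM in TRB cells with T3 and 6.09 ± 2.28 in EV cells with T3. CEMIP (-4.34, SE 0.267), PHGR1 (-3.84, SE 0.73) and DDC (-3.42, SE 0.354) had the most negative interactions. The gene CPM and ABCB1 passed as well, and their fitted sizes depend on the prior count because their vehicle libraries held few counts. ABCB1 did not pass without EV with vehicle replicate 3 (adjusted p 0.184), and PHGR1 did not without any 1 library of TRB with vehicle or EV with vehicle, or without EV with T3 replicate 1 or 3, with an adjusted p up to 0.0875 without EV with vehicle replicate 2. KLF9 (0.64, adjusted p 0.406), HR, THRA and JAK1 did not pass, and JAK1 did with GC offsets on 11 libraries (0.36, adjusted p 0.0433).

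**Figure D4:**
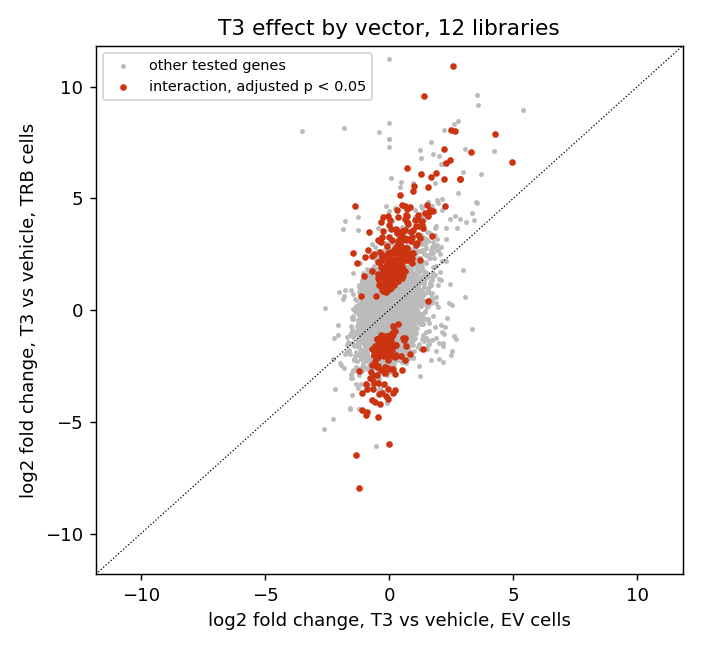
Fitted log2 fold change of T3 against vehicle in TRB cells (vertical axis) and EV cells (horizontal axis), a point per tested gene with 12 libraries, and a dotted line of equal change. The 374 genes with an interaction are in red, 255 of them with a more positive change in TRB cells.

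All 33 genes called for T3 in EV cells changed in the same direction in TRB cells, and 32 were called there. Their median absolute log2 change was 1.998 in EV cells, the median change in that direction was 4.05 in TRB cells, and 30 changed more in TRB cells. Without TRB with T3 replicate 2, 994 of the 1087 genes called in EV cells changed in the same direction in TRB cells, with a median absolute log2 change of 0.69 in EV cells and a median of 0.85 in that direction in TRB cells, and 644 changed more in TRB cells. Across all tested genes the T3 effects in EV and TRB cells had a Pearson correlation of 0.13 and a Spearman correlation of -0.107, where unchanged groups gave Pearson values from -0.014 to 0.016. Without TRB with T3 replicate 2 the values were 0.444 and 0.341, where unchanged groups gave -0.027 to 0.022. Pearson's across-gene correlation of T3 effect in EV and in TRB cells was 0.011 and 0.003 without TRB with T3 replicates 1 and 3, and without EV with T3 replicates 2 and 3 it was -0.012 and 0.315. The TRB effects in vehicle and with T3 had a Pearson correlation of -0.474 and a Spearman correlation of -0.579, where unchanged groups gave -0.021 to 0.027. Without TRB with T3 replicate 2 these were -0.142 and -0.192, where unchanged groups gave -0.028 to 0.036. The contrasts of TRB in vehicle and of TRB with T3 against EV in vehicle share control libraries, and unchanged groups gave 0.487 to 0.516. The observed Pearson value was -0.23, and 0.111 without TRB with T3 replicate 2, where unchanged groups gave 0.441 to 0.484. The simulated counts varied independently between genes and had no GC trend. These ranges therefore cannot decide whether GC trends of the libraries gave the observed correlations.

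Of the interferon list 29 of 40 members were tested. It was higher with T3 in TRB cells (camera in limma, adjusted p 3.77e-09, median log2 change 1.68, 26 of 29 genes higher), with 18 genes called over all genes tested and 20 adjusted over the list alone. In EV cells it was also higher (adjusted p 1.27e-05, 24 of 29 genes higher), with 0 genes called over all genes tested, 1 adjusted over the list alone and 5 with an unadjusted p under 0.05. Without TRB with T3 replicate 2, 10 of its genes were called in EV cells, and 12 adjusted over the list alone. Its median in EV cells was 0.51, and 0.46 with genes near the floor at their bound. It was higher in TRB than EV cells with T3 (adjusted p 7.21e-06, median 1.24, 24 of 29 genes higher, 13 called, 18 adjusted over the list alone). It was also higher in TRB with T3 than EV with vehicle (adjusted p 4.96e-11, median 1.60, 25 of 29 genes higher, 16 called, 20 adjusted over the list alone). Between the vectors in vehicle it did not pass (adjusted p 0.305). The interaction passed (adjusted p 2e-05, median 1.44, 20 of 29 genes higher, 5 called, 15 adjusted over the list alone). Of 100 splits of the 12 libraries over the 4 groups, 13 gave as small a p-value. Such splits also mix T3 with vehicle libraries, so they do not test the interaction alone. Without TRB with T3 replicate 2 the called genes of the list numbered 25 for T3 in TRB cells, 22 for TRB against EV with T3, 24 for TRB with T3 against EV in vehicle and 16 for the interaction. All 5 contrasts past the threshold also passed under fry, under an estimated correlation and without TRB with T3 replicate 2.

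The T3 response list, with 17 of 25 members tested, passed in EV cells (camera, adjusted p 0.0386, median 0.29, 10 of 17 genes higher, 2 called over all genes and 2 adjusted over the list alone). It passed under fry and not under an estimated correlation (adjusted p 0.102). It did not pass without TRB with T3 replicates 1 and 3, EV with vehicle replicate 1 or EV with T3 replicate 2 (adjusted p 0.053, 0.0599, 0.0762 and 0.0701). In TRB cells it did not pass with 12 libraries (camera, adjusted p 0.094, median 0.71), although 9 of its 17 tested genes were called, 7 of them higher. Nor did it pass there under an estimated correlation (adjusted p 0.14). It passed there without TRB with T3 replicate 2 (adjusted p 0.00443, 14 of 18 genes called, 10 of them higher). It also passed there under fry (adjusted p 0.00958), with GC offsets and with these on 11 libraries (camera, adjusted p 0.00826 and 0.00148). Its interaction did not pass (adjusted p 0.444) and did with GC offsets on 11 libraries (adjusted p 0.0372). In TRB with T3 against EV with vehicle it did not pass (adjusted p 0.0703) and did without TRB with T3 replicate 2 or EV with vehicle replicate 3 (adjusted p 0.00523 and 0.0379). It also passed there under fry and with GC offsets (adjusted p 0.00995 and 0.0079). Between the vectors it did not pass in vehicle or with T3 (adjusted p 0.795 and 0.444). The thyroid differentiation list, with 6 of 16 members tested, passed between the vectors in vehicle (adjusted p 1.58e-05, median 0.16, 6 of 6 genes higher). THRB, which the vector carries, was its 1 called gene, over all genes tested and adjusted over the list alone. Without THRB the list did not pass (adjusted p 0.0591), nor with it under fry or an estimated correlation (adjusted p 0.103 and 0.109). In the other 5 contrasts its adjusted p was 0.315 or more, and without THRB its interaction had an adjusted p of 0.0492. The proliferation list was lower in TRB than EV cells with T3 (adjusted p 0.0342, median -0.25, 13 of 40 genes higher, 2 called, 2 adjusted over the list alone). It passed under fry and not under an estimated correlation (adjusted p 0.0704). It did not pass without TRB with T3 replicates 1 and 3 or EV with T3 replicate 2 (adjusted p 0.167, 0.238 and 0.0511). It passed without TRB with T3 replicate 2 (camera, adjusted p 2.25e-05, 8 genes called, 0 of them higher). Its interaction did not pass (adjusted p 0.0595) and did without TRB with T3 replicate 2, TRB with vehicle replicate 3 or EV with vehicle replicate 2 (adjusted p 0.000295, 0.0465 and 0.0485). The interaction also passed, lower, with upper-quartile factors, total library size or at least 10 counts in every library (adjusted p 0.0422, 0.0277 and 0.00823). It did so with fry, with GC offsets and with these on 11 libraries (adjusted p 0.000802, 2.44e-05 and 1.73e-06). For T3 in TRB cells and for TRB with T3 against EV with vehicle it did not pass (adjusted p 0.103 and 0.094) and did without TRB with T3 replicate 2 (adjusted p 0.00553 and 0.00679). For T3 in EV cells and between the vectors in vehicle it did not pass (adjusted p 0.375 and 0.521). For T3 in EV cells it passed, higher, with GC offsets (adjusted p 0.0143) and with these on 11 libraries (adjusted p 0.005), and between the vectors in vehicle with GC offsets on 11 libraries (adjusted p 0.025). The stem-like list, with 18 of 22 members tested, passed in 0 of 6 contrasts, where its unadjusted p was 0.0683 or more. Camera tests a shift in 1 direction, and its genes were called in both. For T3 in TRB cells 8 were called, 4 of them higher. For TRB against EV with T3 and TRB with T3 against EV in vehicle it was 7 each, 4 of them higher. For the interaction it was 5, 3 of them higher, and for T3 in EV cells 2, both higher. Under fry the stem-like list passed for T3 in TRB cells (adjusted p 0.00818) and for TRB with T3 against EV in vehicle (adjusted p 0.0279).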

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

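The tests of GC content, of a single library and of correlated list members, and the count of splits for the interferon list, were chosen after the results were seen. The thinning test, that of ribosomal RNA and the count of splits for the number of genes were set before, and the comparison with EV cells for THRB after.

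The T3 response differed between the vectors for 374 genes by an interaction term in edgeR. Among named genes these were the gene CPM (8.37), ABCB1 (8.18), MYT1 (5.63), CEMIP (-4.34), PHGR1 (-3.84), DDC (-3.42), RUNX2 (2.62) and THRB (1.72), as log2 differences. The sizes for CPM and ABCB1 depend on the prior count and are no bound. A GC trend as the whole cause is argued against by the 325 of 348 genes with a GC value that passed in the same direction after GC offsets. TRB with T3 replicate 2 alone is argued against by the 374 genes that passed in the same direction without it. Any 1 of the other 11 libraries alone is argued against by the fitted sizes: without each in turn their median was 0.979 times the full value or more, and the sign was the same for all 374 genes. Fewer passed in those fits: 141, 155 and 135 of the 374 without TRB with vehicle replicates 1, 2 and 3, 178, 144 and 151 without EV with vehicle replicates 1, 2 and 3, 151, 231 and 170 without EV with T3 replicates 1, 2 and 3, and 283 and 296 without TRB with T3 replicates 1 and 3. In all 12 fits 124 passed. With every library thinned to 3811041 counts, the median ratio of the thinned to the full interaction was 0.968, and 116 genes were called. The fitted sizes thus changed little at equal depth. Random thinning keeps each gene's expected share of its library, so this cannot decide whether the lower depth of EV with T3 affected the calls. Of 100 splits of the 12 libraries, 1, the real one, gave as many genes, and the highest other count was 72. These splits mixed vectors and treatments within groups, which puts their differences into the spread. The count therefore cannot decide whether chance gave the interaction. A difference in hormone response through the supplied receptor may underlie these interactions. It remains a hypothesis found on the same data.

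For THRB the change with T3 in TRB cells was 1.64 after GC offsets, which argues against a GC trend as its cause. In EV cells, which lack the vector's copy, THRB changed by 0.03. Transcript of the vector and transcript of the cell's own gene cannot be told apart, because no change in EV cells is also what a response that needs the supplied receptor gives.

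The interferon list had an interaction with an adjusted p of 1.997e-05 in camera. Of 100 splits of the 12 libraries, 13 gave as small a p-value for this list. Correlation between the members is argued against by tests that allow for it, camera with the correlation estimated from the data (adjusted p 0.004825) and fry (adjusted p 0.000575). Of its 29 tested genes 5 had an interaction with 12 libraries, and 16 without TRB with T3 replicate 2. The list passed in all 21 other settings (adjusted p from 1.33e-08 to 0.0101), among them the fit without TRB with T3 replicate 2 (adjusted p 2.56e-08). The splits also mixed T3 with vehicle libraries, and the list was higher with T3 in both cell types. Their count therefore cannot decide on chance for the interaction. A chance arrangement of the libraries and a difference between the vectors both stay open.

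The share of alignments that were not unique, which no comparison used, was 69.6% or more in EV with T3 (77.71%, 69.6% and 91.95%). In EV with vehicle it was 66.32%, 33.08% and 37.86%. In TRB cells the groups overlapped, at 58.89%, 19.03% and 66.62% with T3 and 66.88%, 43.68% and 46.38% with vehicle. Ribosomal RNA carried over into the libraries was tested as a source. Within groups the ranks of this share and of the share of counts on ribosomal RNA genes had a correlation of 0.5 (exact permutation p 0.2176 over 1296 arrangements, two-sided). The libraries held 20 to 109 such counts each. These are too few to decide, so ribosomal RNA and other sources cannot be told apart.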

How the results depend on the processing

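GC offsets and the settings that combine them with 11 libraries or with the compared groups alone were chosen after seeing the data. The cause of each change below was not tested unless a value shows it.

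Counts of genes for T3 in TRB cells (2128) were 608 with the compared groups alone, 968 with a required fold of 1.5, 5030 with GC offsets, 6807 with GC offsets on 11 libraries and 3318 with GC offsets on the compared groups. For T3 in EV cells (33) they were 172 with DESeq2, 19 without a count filter, 201 with the compared groups, 12 with the required fold, 470 with GC offsets, 2193 with these on 11 libraries and 1550 on the compared groups. For TRB against EV in vehicle (3) they were 8 with DESeq2, 1531 with the compared groups, 7 with GC offsets, 105 with these on 11 libraries and 322 on the compared groups. For TRB against EV with T3 (964) they were 1905 with DESeq2, 31 with the compared groups and 337 with the required fold. With GC offsets they were 3413, with these on 11 libraries 4969 and on the compared groups 1351. For TRB with T3 against EV in vehicle (1535) they were 363 with the compared groups, 695 with the required fold, 4426 with GC offsets, 6429 with these on 11 libraries and 2785 on the compared groups. For the interaction (374) they were 1022 with DESeq2, 238 without a count filter, 158 with the required fold, 2285 with GC offsets and 4135 with these on 11 libraries. On the genes with a GC value but no correction the counts were 1883, 32, 3, 918, 1369 and 368 in this order.

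Across the 12 fits that each left out 1 library, the counts ran from 1256 to 4938 for T3 in TRB cells, 10 to 1087 for T3 in EV cells, 1 to 11 for TRB against EV in vehicle, 414 to 2918 for TRB against EV with T3, 875 to 4997 for TRB with T3 against EV in vehicle and 136 to 2259 for the interaction. The highest count was without TRB with T3 replicate 2 each time. Numbers of lists past the threshold ran from 1 to 3 for T3 in TRB cells and TRB with T3 against EV in vehicle, and from 1 to 2 for T3 in EV cells, TRB against EV with T3 and the interaction. Across-gene correlation of T3 effect in EV and in TRB cells ran from -0.012 (without EV with T3 replicate 2) to 0.444 (without TRB with T3 replicate 2). Across-gene correlation of TRB effect in vehicle and with T3 ran from -0.524 (without TRB with T3 replicate 1) to -0.142 (without TRB with T3 replicate 2). With GC offsets these were 0.451 and -0.27, and on 11 libraries 0.534 and -0.158.

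For T3 in TRB cells 1 list passed, and 2 with at least 10 counts in every library, 4 with fry, 3 with GC offsets and 3 with these on 11 libraries. For T3 in EV cells 2 passed, 1 with total library size or an estimated correlation, and 3 with GC offsets or with these on 11 libraries, where the proliferation list was added. For TRB against EV in vehicle 1 passed, and 0 with fry, an estimated correlation or lists without THRB, and 2 with GC offsets on 11 libraries. For TRB against EV with T3 2 passed, and 1 with an estimated correlation. For TRB with T3 against EV in vehicle 1 passed, and 2 with at least 10 counts in every library, 4 with fry, 3 with GC offsets and 3 with these on 11 libraries. For the interaction 1 passed, and 2 with upper-quartile factors, total library size, at least 10 counts in every library, fry, lists without THRB or GC offsets, and 3 with GC offsets on 11 libraries.

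Of 18 same-numbered pairs of libraries 12 had a correlation of deviations over 0.1 and the others did not (from -0.19 to 0.728), so the numbers were not taken to pair the libraries over the 4 groups. Between TRB with T3 and EV with vehicle all 3 pairs were over it (0.275, 0.501 and 0.155). With a replicate block the counts were 2278 for T3 in TRB cells, 18 for T3 in EV cells, 2 for TRB against EV in vehicle, 1068 for TRB against EV with T3, 1538 for TRB with T3 against EV in vehicle and 395 for the interaction, and 1 list passed for T3 in EV cells and 1 for TRB against EV with T3. The T3 response list had an adjusted p of 0.0666 in the former and the proliferation list 0.0504 in the latter. The HR change in TRB cells was -0.165 under the block.

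Some small changes reversed. HR with T3 in TRB cells (0.11) was -0.57 with limma-voom and ran from -0.293 to 0.682 over the fits that left out 1 library. THRB in EV cells (0.03) was -0.015 without a count filter and from -0.095 to 0.204 leaving out 1 library. The HR interaction (-0.73) was 0.035 with GC offsets and 0.108 with these on 11 libraries, where that of KLF9 (0.64) was -0.078.

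Lists that changed direction had these adjusted p-values in limma. The thyroid differentiation list had 0.3279, 0.3724, 0.07055 and 0.7548 with at least 10 counts in every library, for T3 in TRB cells, TRB against EV with T3, TRB with T3 against EV in vehicle and the interaction, where 3 of its genes were tested. With fry it had 0.3993 and 0.2012 for the middle pair, and for T3 in EV cells 0.6628 with GC offsets and 0.8302 with these on 11 libraries. The stem-like list had 0.9632, 0.8913 and 0.8913 with GC offsets for T3 in TRB cells, T3 in EV cells and TRB with T3 against EV in vehicle. On 11 libraries these were 0.6353, 0.6886 and 0.624, with 0.856 for TRB against EV with T3 and 0.856 for the interaction. Leaving out 1 library it ran from 0.1995 to 0.8149 for T3 in TRB cells, 0.1995 to 0.8986 for TRB against EV with T3 and 0.1995 to 0.6926 for TRB with T3 against EV in vehicle, highest without TRB with T3 replicate 2. The T3 response list between the vectors in vehicle had 0.9734 with at least 10 counts in every library, and 0.535 to 0.9959 leaving out 1 library.

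Total library size moved the median log2 change of all genes to -0.139 for T3 in TRB cells, -0.109 for TRB against EV with T3 and -0.167 for the interaction, and upper-quartile factors moved the last to -0.102. With limma-voom it was -0.105 for T3 in TRB cells and -0.139 for TRB with T3 against EV in vehicle. For T3 in EV cells the share of higher calls was 90.91%, 69.77% with DESeq2 and 51.33% without TRB with T3 replicate 2. For TRB against EV in vehicle it was 33.33%, and 50% with total library size. With GC offsets it went from 57.94% to 46.74% for T3 in TRB cells, to 57.87% for T3 in EV cells, from 61.83% to 48.87% for TRB against EV with T3, from 56.87% to 47.04% for TRB with T3 against EV in vehicle and from 68.18% to 49.5% for the interaction. On 11 libraries these were 43.78%, 45.92%, 44.13%, 42.9% and 44.93% in this order, and on the compared groups 48.95%, 46.71%, 59.14% and 50.27% for all but the interaction. Among the results for named genes, 8 lost a call and 1 gained one with the compared groups alone. With a required fold 4 lost a call, with total library size 3, without a count filter 2, with limma-voom 2 and with a replicate block 2, and with DESeq2 1 lost and 1 gained. With GC offsets 5 gained a call, with these on 11 libraries 6 and on the compared groups 4. KLF9 with T3 in either cell type, CEMIP, MYT1, CLEC3A, DDC, HEG1 and the gene CPM passed in every setting that gave a value for them. The interferon list did so in its 5 contrasts.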

Other observations

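The test of the exposure of TRB with T3 replicate 2 to hormone, that of its depth and that of its lowest correlation with the GC trend taken out were set before their results were seen. All other tests here were chosen after, the count of splits for the 6 vehicle libraries alone included, and the other counts of splits were set before.

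TRB with T3 replicate 2 departed from the other libraries. Across genes with a GC value the lower of its Pearson correlations with replicates 1 and 3 was 0.775 and the higher 0.796, where these replicates had 0.994 with each other. Its difference from them followed GC content (Spearman -0.88) and not gene length (0.07). Replicate 1 thinned to its depth had a correlation of 0.988 with replicate 3, which argues against depth. A library without hormone is argued against by the 187 genes that T3 moved in EV cells, whose signed median change was 1.85 in it and 1.77 and 1.86 in replicates 1 and 3. A library of EV cells is argued against by a THRB level of 190.3 CPM, above the 12.35 to 18.28 CPM of the EV libraries. GC content bias is a candidate explanation. With the GC trend taken out its lowest correlation with replicates 1 and 3 was 0.922, and the lowest among the other 11 libraries was 0.924. Reaching the latter was the line set beforehand for GC content as the whole cause, but that value includes differences between vectors and treatments, so missing it decides nothing. The lowest value within a group among the other 11 was 0.981. In 20 simulations replicate 1 was given this library's smooth trend with gene GC content and its depth. With the trend taken out again its correlation with replicate 3 was 0.985 or more, against 0.922 for this library. This argues against such a smooth trend together with lower depth as the whole cause. A GC bias that the GC content of whole genes does not capture stays open, as do other differences of this library. The authors' normalized table holds no column that matches this library.

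Leaving out that library raised the count for T3 in TRB cells from 2128 to 4938. With GC offsets on all 12 libraries the count was 5030, against 1883 for the same genes without correction. GC trends may therefore widen the spread that all contrasts share.

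TRB and EV cells in vehicle differed in 1531 genes when the 6 vehicle libraries were fitted alone, against 3 with 12 libraries. The biological coefficient of variation was 0.0869 in these 6 and 0.329 in all 12, which is consistent with a shared spread set by other groups. With GC offsets the 6 libraries gave 322 genes, against 1613 on the genes with a GC value without correction. With GC offsets in both fits it was 322 against 7, which argues against a GC trend as the whole cause. For the calls lost from 1613 to 322, a GC trend and a real change that follows GC content cannot be told apart, because the offsets take out both. The changes had a Spearman correlation of 0.691 with GC content. Of the 10 splits of the 6 libraries, 1, the real one, gave as many genes, and 10 splits can give no share under 0.1.

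For each of the 5 contrasts of a pair of groups, 1 of the 10 splits of its 6 libraries, the real one, gave as many genes past the threshold. As many lists past the threshold were given by 5 of 10 splits for T3 in TRB cells, 1 of 10 for T3 in EV cells and 3 of 10 for TRB against EV in vehicle. It was 3 of 10 for TRB against EV with T3, 6 of 10 for TRB with T3 against EV in vehicle and 53 of 100 for the interaction. The 100 splits mixed vectors and treatments within groups, so they do not test the interaction alone.

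A hypothesis is that the receptor without hormone lowers genes that hormone raises. With GC offsets on the 6 vehicle libraries, the 724 genes that T3 raised in EV cells had a median log2 difference of -0.015 between TRB and EV cells, with 61 called lower and 14 higher in TRB cells. The 139 of them raised more than 2-fold had a median of -0.136, with 20 called lower and 1 higher, and the 826 genes that T3 lowered had -0.067, with 9 called lower and 31 higher. Both comparisons use the EV vehicle libraries, whose chance errors push raised genes up and lowered genes down in TRB against EV cells, so these medians were not read against random lists. The test was therefore made with genes chosen from EV with T3 and 2 EV vehicle libraries, and the 3 TRB vehicle libraries measured against the other EV vehicle library. With EV vehicle replicates 1, 2 and 3 as the latter, 541, 319 and 338 raised genes had medians of -0.13, -0.107 and -0.091, each lower than all 10000 random lists matched on mean expression (lowest -0.058, -0.041 and -0.045). Those raised more than 2-fold had -0.3, -0.284 and -0.269, also lower than all of their lists. Genes that T3 lowered had 0.014, -0.005 and -0.012, at the 99.86th, 32.45th and 47.39th percentiles, so the opposite shift was not found in each. A receptor that lowers such genes without hormone may underlie the lower medians of raised genes. Random lists carry neither the correlation between these genes nor the spread between libraries. Each comparison rests on 1 EV vehicle library, and all of them share the TRB vehicle and EV with T3 libraries, so they are not independent. Other differences between the cells of the 2 vectors were not tested. A receptor that lowers such genes without hormone therefore stays a hypothesis.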
